A study of Homo sapiens with 12 samples. Its data were reported in "Sequential drug treatment targeting cell cycle and cell fate regulatory programs blocks non-genetic cancer evolution in acute lymphoblastic leukemia" (2024).

How the data were processed

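The study made single-cell RNA-seq with the 10x Genomics Chromium 3' assay from Nalm-6 cells, with 1 library per group, both labelled 72 h. Lanes were loaded with pooled human and mouse cells, and barcodes of human cells were kept. The authors counted UMIs per gene and cell with Cell Ranger 3.0.2 on a combined hg19 and mm10 reference, per the labels and the methods of the study. The deposited values are raw counts of human UMIs with no normalization. A further deposited table gives the human and mouse UMI counts of each barcode, and its human counts equalled the matrix totals for all 6073 and 5491 barcodes, all of them called human.

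Groups were taken from the genotype label of each library. Cells with more than 2000 and fewer than 6000 human genes, under 20% mitochondrial UMIs and under 500 mouse UMIs were kept, as in the study. This left out 475 control barcodes and 691 of the library labelled RUNX1, and 0 barcodes failed the mouse limit. Human UMIs were summed over cells and divided by their total to give CPM. Ratios were taken without a pseudocount for genes at 10 CPM or more in at least 1 library. Genes under 4 UMIs in a library were ranked against a floor of 3 UMIs, which is 0.0396 CPM in the control and 0.0398 CPM in the library labelled RUNX1. A ratio against 0 UMIs is given against that floor with its lower 95% limit, and one against 1 to 3 UMIs only with its interval. CPM values have exact Poisson intervals, shares exact binomial (Clopper-Pearson) intervals and ratios exact conditional binomial intervals, all at 95% and all for counting error only. No test between the groups was made.

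The named genes follow a rule set before the data were examined: RUNX1, the 15 highest and the 15 lowest ratios, and up to 4 members of each of 26 lists with the largest ratios in size. Other genes of the lists, and the genes given by cluster or by Y-linked UMIs, were chosen after their values were seen. List members were counted as higher or lower at a log2 ratio of 0.5 or more in size, and each list median was placed among 10000 random lists drawn from 20 expression bins, as a description of these 2 libraries. A further 5 lists held markers of cell types. The annotation lacked 9 listed symbols. Gene positions come from GENCODE v44lift37 on GRCh37, the build the authors call hg19, matched by Ensembl identifier for 55538 of 57905 genes.

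For phase calls and shares of cells, each cell was thinned at random to 8000 UMIs, the 10th percentile of the control rounded down to a multiple of 500. The phase calls given by cluster were made without thinning. Phases were scored in scanpy 1.11.5 over both libraries together. Clusters used log counts scaled to 10000 per cell, 2000 variable genes, 10 principal components, 20 neighbours and the Leiden method at resolution 0.5. Scrublet marked 4 control cells and 5 cells of the library labelled RUNX1 as doublets, 0.0715% and 0.104%, which is too few for a working call, so doublets were in effect not removed. Alternatives changed the cell filter, scaling, gene floor, phase of the cells, thinning and resolution, and each measured the members of a list anew unless the text gives the same members. For the cells that hold each of the 15 highest genes, levels of B precursor markers were averaged over cells with the UMIs of that gene as weights and divided by the mean of all cells of the library, with intervals from 1000 bootstrap draws of cells. A first version of this test read VPREB1 alone against a bound of 0.8, and 5 of the 15 genes had a lower limit under it. The marker median and its bounds of 0.2 and 0.5 were set after that outcome was seen. TMM factors came from edgeR 4.0.16 in R 4.3.3. A planned removal of background RNA needed barcodes of mouse cells and could not be run. Other work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

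The ratios were tested on simulated counts for 7583 genes of this comparison, with 200 changed. All 100 genes changed 4-fold passed 2-fold, 0 of 100 genes changed 1.5-fold did, and 0 unchanged genes did. The intervals held the true ratio for 95.02% of genes, and 6.0% of 200 random lists fell outside the middle 95 percentiles. With 1 library per group, these figures do not check the ratios against variation between cultures or libraries.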

Results

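Nalm-6 is a human precursor B-cell acute lymphoblastic leukemia line, and RUNX1 is a DNA-binding transcription factor needed for blood cell formation. The comparison asked which transcripts differ when RUNX1 is induced in these cells. Single-cell RNA-seq came from 1 library labelled as the control and 1 library labelled as induced RUNX1, both labelled 72 h and the latter with 500 ng/ml doxycycline. The genotype label of the control is the empty vector, but its title names the solvent DMSO and its labels give no doxycycline, so the vector, the inducer and the culture cannot be separated from the RUNX1 label. The control may be cells without the vector, kept in the solvent for a time other than 72 h, and the ratios would then hold those differences as well. The files held 6073 barcodes for the control and 5491 for the library labelled RUNX1, of which 5598 and 4800 passed the cell filter. These cells summed to 75754137 human UMIs (molecules counted once) in the control and 75350615 in the library labelled RUNX1. The median cell held 12505.5 UMIs and 3299 genes in the control, against 14805 UMIs and 3418.5 genes in the library labelled RUNX1. With 1 library per group no test between conditions was possible, the ratios have no replicate check, and every interval below is a 95% interval that covers counting error only. The 10 ChIP-seq samples of the series were not analysed here.

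RUNX1 transcript was lower, not higher, in the library labelled RUNX1. RUNX1 (ENSG00000159216; GRCh37 chromosome 21, 36160098 to 37376965) had 5282 UMIs in the control, or 69.7 CPM (UMIs of the gene scaled to the human UMIs of the library), and 2288 UMIs in the library labelled RUNX1, or 30.4 CPM. The log2 ratio was -1.20 (-1.27 to -1.13). After each cell was thinned to 8000 UMIs, 39.3% of control cells (37.9 to 40.6, exact Clopper-Pearson) and 18.2% of the cells of the library labelled RUNX1 (17.1 to 19.4) carried a RUNX1 UMI. Without thinning the shares were 53.1% and 30.4%. The files hold no barcodes called mouse, so no cell type that should lack RUNX1 gave a background share. The sources name the RUNX1 cDNA clone of the construct but do not say whether it holds the 3' end of the gene, which the assay reads. Without that end the count leaves out RNA of the construct, which can hide a higher level but does not by itself lower the count. Whether RUNX1 was induced thus cannot be read from this count. Every direction below is that of the library labelled RUNX1 over the control.

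The largest ratios belonged to genes nearly absent from the control. FCER1G, the gamma chain of immunoglobulin Fc receptors (chromosome 1, 161185024 to 161190489), went from 7 UMIs to 10420, or from 0.0924 to 138 CPM, a log2 ratio of 10.55 (9.50 to 11.86). The chemokine genes CCL4 and CCL3 had 0 UMIs in the control and 3006 and 2848 in the library labelled RUNX1, at least 1007-fold and 954-fold higher against a floor of 3 UMIs. KDR, a receptor for vascular endothelial growth factor, and CD28, a T cell costimulatory receptor, also had 0 control UMIs and were at least 847-fold and 271-fold higher. IL4I1, an amino acid oxidase of activated B cells, had a log2 ratio of 9.40 (8.35 to 10.71) and GCHFR, a regulator of GTP cyclohydrolase, 9.13 (8.47 to 9.88). The other 8 of the 15 highest were TMEM114, C1orf141, SLC26A11, FBXO32, LINC00967, STON1-GTF2A1L, FGFBP2 and CMTM3, and of these C1orf141, LINC00967 and STON1-GTF2A1L had 0 control UMIs. STON1-GTF2A1L is a readthrough of neighbouring genes, whose UMIs the counting may split. Without thinning, these 15 genes were seen in 4.67% (LINC00967) to 45.1% (FCER1G) of cells of the library labelled RUNX1, with CD28 in 11.7%.

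The lowest ratios included GNG11, Y-linked genes and histones. GNG11, a G protein gamma subunit (chromosome 7, 93551047 to 93557922), went from 31.2 to 2.57 CPM, a log2 ratio of -3.60 (-3.82 to -3.39). LYL1, a transcription factor of blood progenitors, went from 48.9 to 9.62 CPM (log2 ratio -2.34), and EGFL7 from 38.3 to 5.51 CPM. The Y-linked EIF1AY and DDX3Y had log2 ratios of -3.11 and -3.05, with TXLNG2P at -2.36. The remaining 9 were ELFN2, RP6-109B7.3, PPIAP16, RPL21P75, HIST1H2AM, HIST1H2AJ, CPNE2, MT-TK and BNIP3. PPIAP16, RPL21P75 and the histone genes have near-identical copies, so their counts are uncertain.

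**Figure D1:**
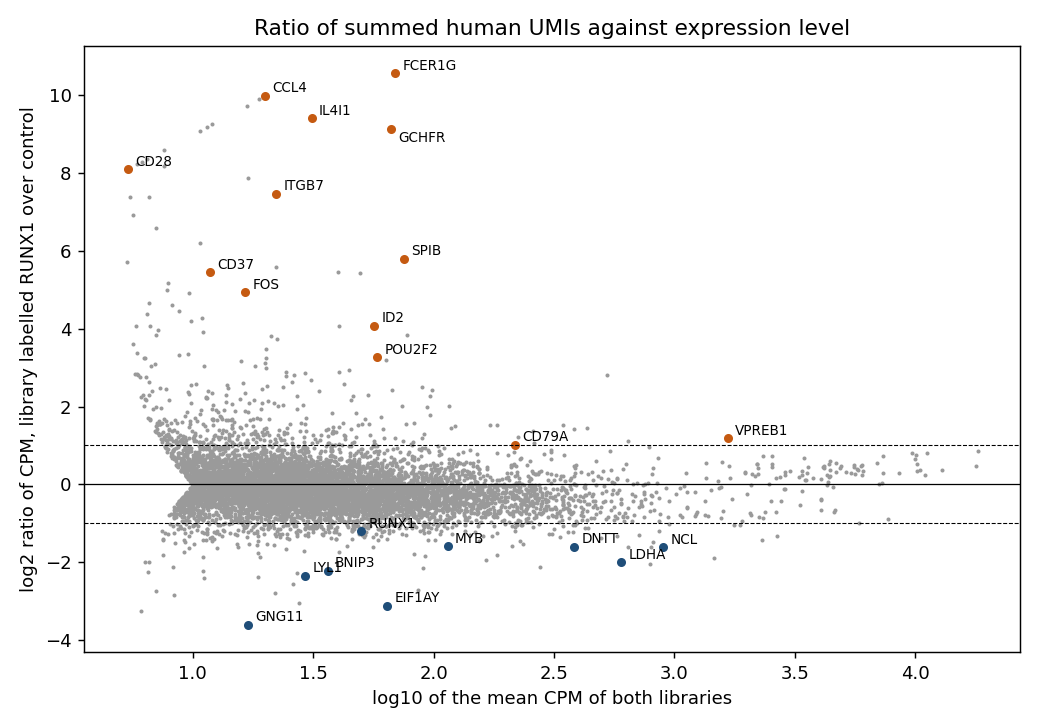
Each point is 1 of 7980 genes at 10 CPM or more in at least 1 library, with the log10 mean CPM of both libraries on the horizontal axis and the log2 ratio of the library labelled RUNX1 over the control on the vertical axis; orange and blue mark named genes with ratios above and below 0, and dashed lines mark 2-fold. FCER1G stands highest at 10.55, RUNX1 lies at -1.20 and GNG11 lowest at -3.60.

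By size alone, 413 of the 7980 genes were at least 2-fold higher and 327 at least 2-fold lower, so 55.8% of those past 2-fold were higher. That split rested on the scaling: 39.3% were higher with TMM factors, 76.7% with a median of ratios and 84.0% with totals that left out mitochondrial and ribosomal protein genes, which made up more of the library labelled RUNX1. The median log2 ratio of all genes was -0.13, and moved to -0.26, 0.042 and 0.14 under these 3 scalings. Restricted to cells called S or G2/M in both libraries, a comparison chosen after seeing the data, 131 genes were at least 2-fold higher and 116 lower.

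Markers of B cells with surface receptors stood higher, while those of the earliest B precursors were mixed. Of 18 measured genes of MHC class II and mature B cells, 13 were higher by at least 0.5 on the log2 scale and 0 were lower, with a median of 0.77. This median lay at percentile 100 of 10000 random lists matched on expression. TNFRSF13B, a receptor for B cell survival factors, went from 0.911 to 43.4 CPM (log2 ratio 5.57), the tetraspanin gene CD37 had a log2 ratio of 5.44, MS4A1, which encodes CD20, 4.37 and HLA-DQA1 2.04. Of 20 measured components of the pre-B and B cell receptors, 7 were higher and 2 lower (median 0.18, percentile 99.8), among them VPREB1, the surrogate light chain, from 1022 to 2318 CPM (log2 ratio 1.18), PTPN6 (1.52), BLK (1.05) and, in the other direction, CD22 (-1.16). Of 18 B precursor and V(D)J recombination genes, 3 were higher and 5 lower (median -0.14, percentile 74.5), a median above 0 in 4 of the 12 alternatives for cells, scaling or gene floor. DNTT, the polymerase that adds nucleotides at V(D)J joints, went from 579 to 191 CPM (-1.60) and RAG2, of the recombinase, had a log2 ratio of -0.95, while CD99 had 2.89.

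SPIB, an ETS transcription factor of B cells (chromosome 19, 50922195 to 50934571), went from 2.68 to 148 CPM, a log2 ratio of 5.79 (5.59 to 5.99). Of the 27 measured B lineage transcription factors 5 were higher and 9 lower (median -0.28, percentile 28.4). ID2, which antagonises E proteins, had a log2 ratio of 4.06, POU2F2 3.27 and AFF3 1.98. Of 8 early progenitor and stemness markers, 1 was higher and 4 lower (median -0.64, percentile 0.66), with LMO2 at -1.65, MYB at -1.58, ERG at -1.02 and LYL1 as above. With totals free of mitochondrial and ribosomal protein genes that median was 0.062 over the 10 members measured there and -0.42 over the same 8, and with a floor of 1 CPM, which measures more members, it was 0.40. The 7 measured of 35 listed RUNX1 target genes had a median of -0.019 (percentile 82.4), with CD79A at 1.02 (-0.032 in cells called S or G2/M), CDKN1A at 0.54 and LMO2 lower as above. The 8 measured RUNX family members and partners had a median of -0.076 (percentile 59.1), with TLE1 at 1.56, TLE2 at 1.10 and TLE4 at -0.90. The target median was above 0 in 9 and the partner median in 3 of the 12 alternatives for cells, scaling or gene floor. The target median ran from -0.15 with TMM to 0.87 at a floor of 1 CPM. With totals free of mitochondrial and ribosomal protein genes it was 0.75 over the 9 members measured there and 0.195 over the same 7. With so few members measured, it does not settle whether RUNX1 targets responded.

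Immediate early and inflammatory genes stood higher. Of 12 measured immediate early genes, 9 were higher and 1 lower (median 0.77, percentile 100), with FOS from 1.04 to 31.9 CPM (log2 ratio 4.93), JUN at 2.43 and SPRY2 at 1.28. Of 9 measured NFkB target genes, 5 were higher and 0 lower (median 0.69, percentile 99.9), namely CCL4, CCL3, IER3 (2.87), CD69 (1.97) and TNFAIP3 (0.69). In cells called S or G2/M, where CCL4, CCL3 and CD69 lay under 10 CPM in both libraries, the NFkB median was -0.17 over the 5 members measured there and 1.08 over the same 9. Of 14 adhesion and migration receptors, 7 were higher and 2 lower (median 0.50, percentile 99.9), with the integrin gene ITGB7 from 19 to 3317 UMIs (7.46), ICAM2 at 1.69 and ITGA4 at -1.05, but the median was 0.024 in cells called S or G2/M. Of 9 glucocorticoid receptor targets 4 were higher and 0 lower (median 0.48, percentile 99.9), with KLF13 from 25.9 to 51.8 CPM and TSC22D3 at 0.95, but TSC22D3 was at -0.46 and the median at -0.19 in cells called S or G2/M.

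Genes of growth and division stood lower. Of 41 measured S phase genes, 36 were lower and 0 higher (median -1.01, percentile 0), with UHRF1 at -1.93 and RRM2, a subunit of ribonucleotide reductase, at -1.84. Of 52 measured G2/M genes, 47 were lower and 0 higher (median -0.87, percentile 0), with CDCA2 at -1.39 and HMMR at -1.34. Of 27 cell cycle kinases and CDK inhibitors, 18 were lower and 4 higher (median -0.71, percentile 0), with CCNE2 at -1.56, CCNA2 at -1.24 and the inhibitor CDKN2D at 1.25. In cells called G1 in both libraries that median was 0.066 over the 16 members measured there and -0.13 over the same 27. Of 30 MYC target genes, 24 were lower and 0 higher (median -0.76, percentile 0), with NCL, the nucleolar protein nucleolin, from 1359 to 443 CPM (log2 ratio -1.62) and ODC1 at -1.34. In cells called S or G2/M the S phase, G2/M and MYC medians were -0.33, -0.28 and -0.50.

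**Figure D2:**
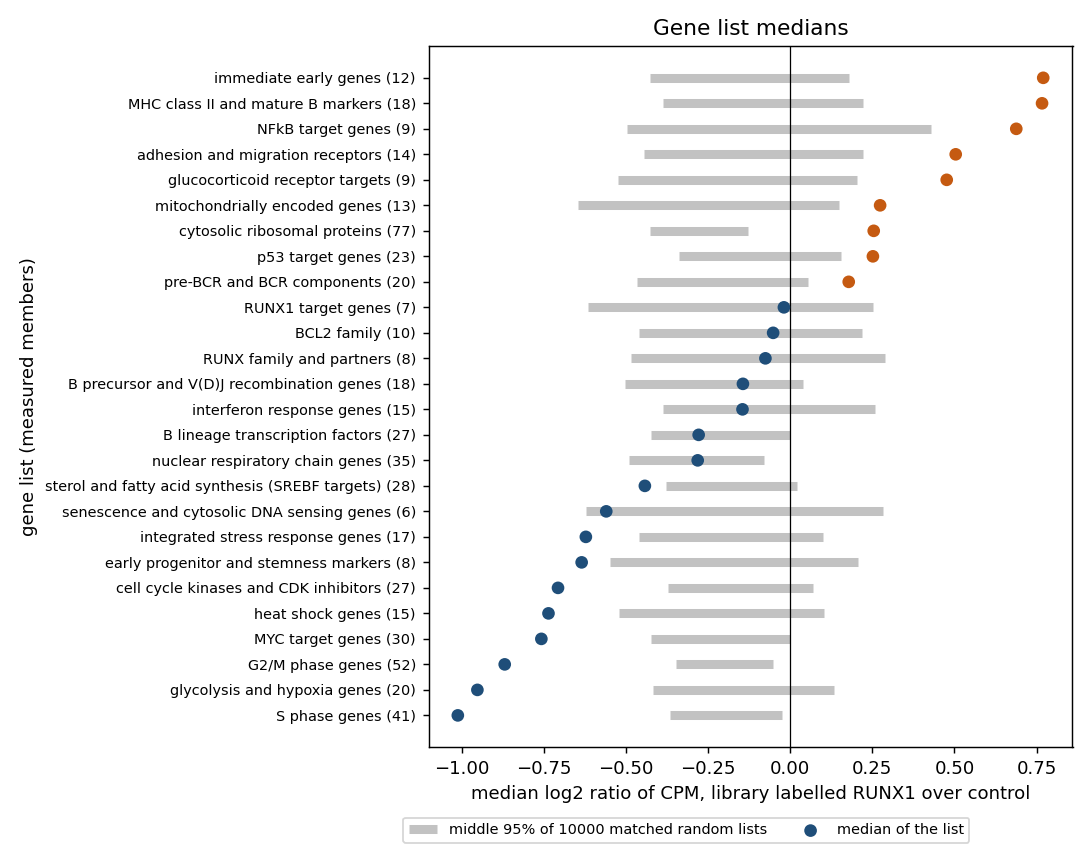
Each dot is the median log2 ratio (horizontal axis) of the library labelled RUNX1 over the control for 1 of 26 gene lists (vertical axis, measured members in brackets), orange above 0 and blue below, and each grey bar spans the middle 95% of 10000 random lists matched on expression. S phase genes lie lowest at -1.01 and immediate early genes highest at 0.77.

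Metabolic and protein folding genes stood lower as well. Of 20 glycolysis and hypoxia genes, 14 were lower and 1 higher (median -0.95, percentile 0). LDHA, lactate dehydrogenase, went from 964 to 242 CPM (log2 ratio -2.00), BNIP3 had a log2 ratio of -2.21 and VEGFA -1.87, while the glucose transporter SLC2A3 had 1.74. This median was -0.93 in cells called S or G2/M and -0.90 in cells called G1. Of 15 heat shock genes 11 were lower and 2 higher (median -0.74, percentile 0.03), with HSPD1 at -1.21 and HSP90AB1 at -1.05. Of 17 integrated stress response genes 9 were lower and 2 higher (median -0.62, percentile 0.05), with CHAC1 at -1.39, SLC7A5 at -1.14 and CEBPB at 0.98. Of 28 sterol and fatty acid synthesis genes 12 were lower and 2 higher (median -0.44, percentile 0.50), with HMGCS1 at -1.41, SQLE at -1.18 and ELOVL6, which extends fatty acids, at 1.41.

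The p53 targets were mixed. Of 23 measured, 9 were higher and 2 lower (median 0.25, percentile 99.5), with TP53INP1 at 3.90, BBC3, a killer protein of the BCL2 family, at 2.10, BTG2 at 1.84 and MDM2 at -0.75. Of 10 BCL2 family genes 2 were higher, BBC3 and BAX (0.55), and 0 lower (median -0.052, percentile 67.6). Of 15 interferon response genes 4 were higher and 4 lower (median -0.15, percentile 35.4), with IRF9 at 2.30, IRF7 at 1.44 and IFITM2 at -0.70. The BCL2 family median was above 0 in 7 and the interferon median in 5 of the 12 alternatives for cells, scaling or gene floor. Of 6 genes of senescence and cytosolic DNA sensing 3 were lower and 2 higher (median -0.56, percentile 4.73), with LMNB1 at -1.07. Of 35 nuclear respiratory chain genes 8 were lower and 0 higher (median -0.28, percentile 56.3), with UQCRQ at -1.21. Of 77 cytosolic ribosomal protein genes 14 were higher and 7 lower (median 0.25, percentile 100), with RPS10 at 1.10 and RPL38 at -0.78. These proteins have many pseudogene copies. The 13 mitochondrially encoded genes had a median of 0.27 (percentile 99.6) and made up 13.1% of UMIs in the library labelled RUNX1 against 9.45% in the control. With a limit of 10% on mitochondrial UMIs, that median was -0.13.

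G1 calls were far more frequent in the library labelled RUNX1. After thinning, 267 of 5185 control cells, or 5.15% (4.56 to 5.79), and 2202 of 4188 cells of the library labelled RUNX1, or 52.6% (51.1 to 54.1), were called G1. S calls were 57.9% and 26.6%, and G2/M calls 36.9% and 20.8%. Thinning left out 413 and 612 cells. Without thinning, G1 calls were 6.45% and 59.4%. The calls read S and G2/M transcripts, free RNA included, and do not measure DNA content.

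**Figure D3:**
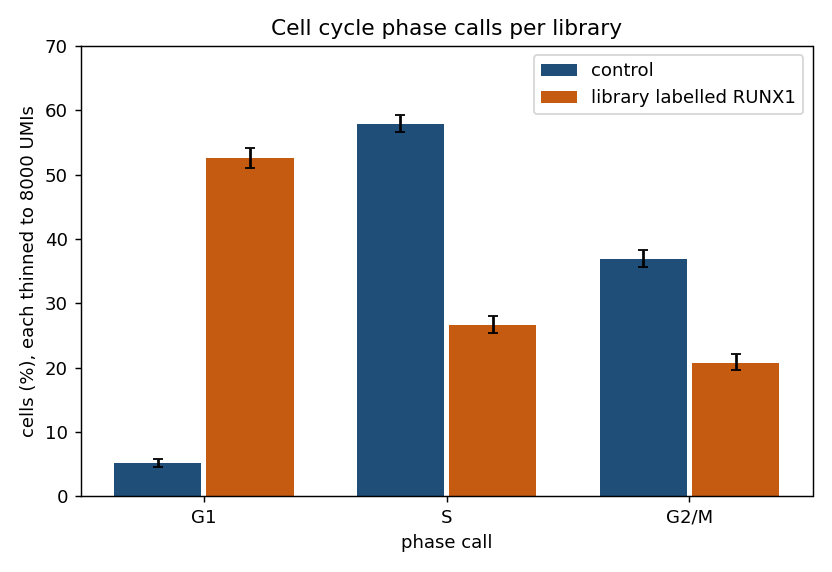
Bars give the percentage of cells called G1, S or G2/M in the control (blue) and in the library labelled RUNX1 (orange), each cell thinned to 8000 UMIs, with exact 95% binomial intervals of the cells counted. G1 calls reach 52.6% in the library labelled RUNX1 and 5.15% in the control.

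The library labelled RUNX1 held cells in distinct states. Clustering both libraries gave 7 clusters, and more than 90% of the cells of each came from 1 library, so a cluster may be a library rather than a type. Phase calls by cluster are those without thinning. In clusters 3 and 6, both entirely of the library labelled RUNX1, 97.4% and 97.1% of cells were called G1. In cluster 4, 99.4% from that library, 0.0805% were called G1, and in cluster 7 43.3%. RUNX1 stood at 34.3 CPM or less in clusters 3, 4, 6 and 7, and between 65.2 and 73.5 CPM in the control clusters 1, 2 and 5, so the lower level was not confined to cells called G1. SPIB reached 101 CPM in clusters 4 and 7 as well as 320 and 123 CPM in clusters 3 and 6, against 3.03 CPM or less in the control clusters. VPREB1 lay between 1912 and 3703 CPM in the former and between 968 and 1120 CPM in the latter. CD79A was 587 and 498 CPM in clusters 3 and 6, but 136 and 138 CPM in clusters 4 and 7, close to the control library as a whole at 144 CPM. FCER1G was 464 and 186 CPM in clusters 3 and 6 and 20.4 and 8.82 CPM in clusters 4 and 7. The ratio of FCER1G to SPIB thus differed between clusters, which a single source of free RNA would keep equal, though part of the low FCER1G level in clusters 4 and 7 may be free RNA.

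**Figure D4:**
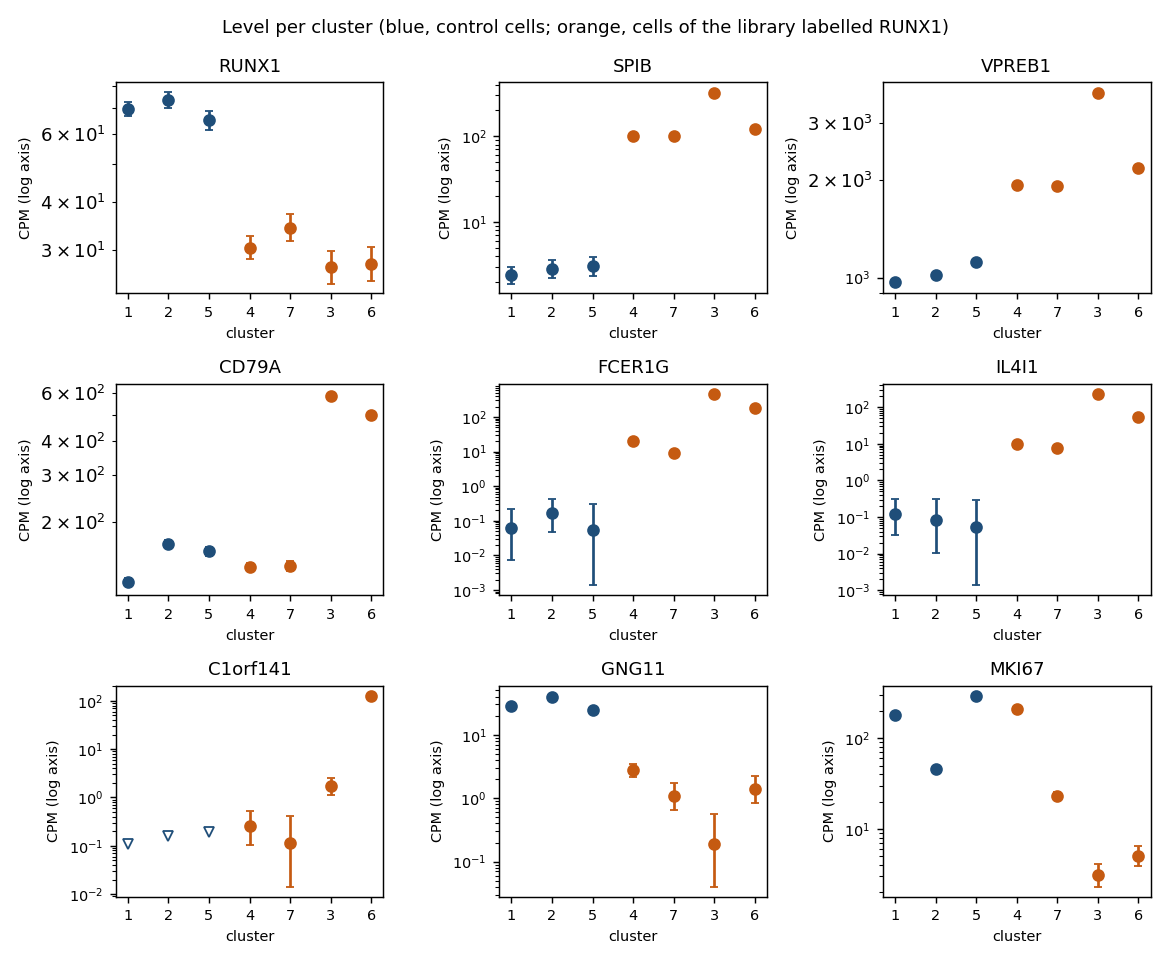
CPM (vertical axis, log scale) of 9 genes in each cluster (horizontal axis), with exact Poisson 95% intervals, blue for cells of the control and orange for cells of the library labelled RUNX1; open triangles give the upper limit where no UMI was counted. RUNX1 is lower and SPIB higher in each orange cluster, whereas FCER1G is highest in cluster 3 at 464 CPM and C1orf141 in cluster 6 at 125 CPM.

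B precursor markers were present throughout, and most markers of other cell types were rare. Between 11 and 13 of the 13 measurable B precursor markers reached 10 CPM in each cluster. The median of the 13 was -0.067, and above 0 in 3 of the 12 alternatives for cells, scaling or gene floor. Of the 2 measured T cell markers (median 0.93), LCK, a kinase also used by B precursors, had a log2 ratio of 2.26 and ZAP70 -0.40, while CD3D, CD3G, CD5 and CD7 had 0 UMIs in both libraries and TRAC went from 7.60 to 9.32 CPM, with 15.3 and 19.8 CPM in clusters 3 and 6. With a gene floor of 1 CPM the median of the T cell markers was -0.0545. FCER1G was the only 1 of the 15 myeloid markers at 10 CPM. The other 14 summed to 504 UMIs in the library labelled RUNX1 and 294 in the control, among them TYROBP, whose protein pairs with receptors as that of FCER1G does, with 137 and 0 UMIs and 7.14 CPM in cluster 3. Of the erythroid and megakaryocyte markers 0 were measured. The 6 measured plasma cell markers had a median of 0.20, with IGJ at 2.23 and MZB1 at -1.33.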

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

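Human cells of both libraries carried mouse UMIs, a signal outside the human counts compared in the report and above the limit that a count of 0 allows. The median cell held 1.92% mouse UMIs in the control and 1.02% in the library labelled RUNX1.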

How the results depend on the processing

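The restriction to cells called S or G2/M, that to cells with 3 or more Y-linked UMIs and the list medians over the same members were chosen after seeing the data. RUNX1 stayed lower under every alternative run, and of the 30 genes with the highest or lowest ratios 28 stayed past 2-fold in their direction in G1 cells (not the histones HIST1H2AM and HIST1H2AJ), 29 in cells with 3 or more Y-linked UMIs (not TXLNG2P) and all 30 elsewhere. These counts took no gene floor into account, and a change of floor cannot move the ratio of a gene. In S or G2/M cells some of the 30 genes lay under 10 CPM in both libraries, such as C1orf141 at 0 CPM in the control and 0.461 CPM in the library labelled RUNX1. The RUNX1 log2 ratio was -1.04 with mitochondrial UMIs under 10%, -1.65 in G1 cells, -0.97 in cells with 3 or more Y-linked UMIs, -1.33 with TMM, -1.05 with a median of ratios and -0.98 with totals free of mitochondrial and ribosomal protein genes. Genes at least 2-fold higher numbered 697 with mitochondrial UMIs under 10%, where only 599 cells of the library labelled RUNX1 remained, 656 in G1 cells, 131 in S or G2/M cells, 921 with totals free of mitochondrial and ribosomal protein genes, 663 with the mean of per-cell CPM, 87 at a floor of 50 CPM and 1608 at 1 CPM. Genes at least 2-fold lower numbered 494 in G1 cells, 116 in S or G2/M cells, 504 with TMM, 182 with a median of ratios, 176 with totals free of mitochondrial and ribosomal protein genes, 519 with the mean of per-cell CPM, 160 at 50 CPM and 502 at 1 CPM. The floors change how many genes are counted, and the G1 restriction left 267 control cells; the cause of the other shifts was not tested. Of 26 list medians, 13 lay at 0.5 or more in size, against 4 with the same sign in S or G2/M cells, and 5 over the same members. Among medians and named genes at 0.5 or more in size, signs turned for the cell cycle kinases in G1 cells (0.066), for NFkB targets (-0.17), TSC22D3 (-0.46), TXNIP (-0.35), CD79A (-0.032) and SPRY1 (-0.13) in S or G2/M cells, and for early progenitor markers with totals free of mitochondrial and ribosomal protein genes (0.062) and at 1 CPM (0.40). Outside the 26 lists, the median of the T cell markers turned at 1 CPM (-0.0545). The intervals of CD79A (-0.080 to 0.015) and SPRY1 (-0.26 to 0.0087) spanned 0. Over the same members the kinases in G1 cells (-0.13), the NFkB targets in S or G2/M cells (1.08) and the progenitor markers with those totals (-0.42) kept their signs. Medians nearer 0 also turned, in 9 of 12 alternatives for RUNX1 targets, 7 for the BCL2 family, 5 for interferon genes, 4 for V(D)J genes, 3 for RUNX partners and 1 each for glucocorticoid targets and mitochondrially encoded genes.

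Without thinning, G1, S and G2/M calls were 6.45%, 58.7% and 34.8% in the control and 59.4%, 23.1% and 17.5% in the library labelled RUNX1, and RUNX1 UMIs were seen in 53.1% and 30.4% of cells. With each library scored alone, S and G2/M calls were 64.6% and 30.03% in the control and 28.9% and 17.7% in the library labelled RUNX1. With all human barcodes, S and G2/M calls in the control were 59.7% and 34.8%, and G2/M calls in the library labelled RUNX1 19.5%. Leiden resolution 1 gave 16 clusters, each again over 90% from 1 library. Removal of background RNA was not run, since the files hold no barcodes called mouse. No paired analysis was possible because each single-cell group has 1 library.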

Other observations

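The tests of 3' counting, of exchanged labels, of B precursor marker levels, of mouse RNA, of a population already present in the control and of 2 populations outside the cycle were chosen only after the result was seen. Within the library labelled RUNX1, cells with and without Y-linked transcripts shared some of the genes higher in that library and differed in others. CCL3 stood at 39.2 CPM in the 1661 cells with 3 or more Y-linked UMIs and at 37.4 CPM in the 3000 cells with none, KDR at 47.2 and 26.2 CPM and FCER1G at 90.9 and 166 CPM. LINC00967 stood at 36.1 CPM (33.9 to 38.5) and 0.0862 CPM (0.0235 to 0.221). C1orf141 stood at 58.6 and 2.33 CPM in these cells. In the other direction, CD28 was 4.84 CPM with Y-linked UMIs and 14.3 CPM without, IL4I1 29.7 and 81.3 CPM, and SPIB 96.0 and 178 CPM. G1 calls were alike in frequency, at 55.7% and 51.1%.

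Mitochondrially encoded genes did not move together. MT-CO3 and MT-ATP6 had log2 ratios of 0.87 and 0.81, whereas MT-ND4L had -1.12 and MT-ND3 went from 7811 to 3911 CPM, under the scaling of the report.

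RUNX1 was lower in the library labelled RUNX1. A different makeup of phases is argued against, since among cells called G1 in both libraries the log2 ratio was -1.65 (-1.85 to -1.44). A count of 3' ends that misses the construct could hide a rise, but it is argued against as the sole cause of the lower level, since it leaves the cell's own RNA as in the control and the log2 ratio over all cells was -1.20 (-1.27 to -1.13). An exchange of the labels of the 2 libraries cannot be told apart from the stated labels. RUNX1 stood at 30.4 CPM in the library labelled RUNX1 and at 69.7 CPM in the control. That goes with an exchange only if the assay reads RNA of the construct, which the sources do not state. The title of the control, which names DMSO, goes with the stated labels. The paper lists the single-cell data of the series as Nalm-6 with DMSO, without naming a library. The UMI counts of the 2 libraries do not decide. A control from another culture or time stays open, as its title and genotype label differ, and an effect of the induced protein on the cell's own RUNX1 gene stays open and untested. A different share of cells without Y-linked UMIs may account for part of the lower level, as given below. Among cells with 3 or more Y-linked UMIs in both libraries the RUNX1 log2 ratio was still -0.97.

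The 15 genes with the highest ratios were nearly absent from the control. Cells outside the B lineage cannot be told apart from B cells here, since in the cells that held each gene, weighted by its UMIs, the median level of the 13 measured B precursor markers ran from 0.27 (0.21 to 0.36) of that in all cells for LINC00967, seen in 224 cells, to 0.95 for TMEM114. An earlier version of this test with VPREB1 alone left 5 genes under its bound. A planned test of other cell types could not decide from shares of cells. VPREB1 was carried by 92.0% of cells with an FCER1G UMI and 97.5% of the other cells, and no background share was measured. The other myeloid markers came to 4.84% of the FCER1G UMIs. Cells with an FCER1G UMI held more VPREB1 (2998 against 1946 CPM), CD79A (526 against 165) and CD79B (548 against 386) than other cells. IGLL1 was lower there (1142 against 1727 CPM). These levels cover FCER1G alone and leave the other genes open. A small subset was left undecided for the 15 genes together. Of thinned cells, 54.0% carried a UMI of any of them, between the bounds of 50% and 90% set beforehand. Singly and without thinning, the genes were seen in 4.67% (LINC00967) to 45.1% (FCER1G) of cells. C1orf141, LINC00967 and STON1-GTF2A1L stood at 125, 71.4 and 66.3 CPM in cluster 6 and at 1.74 CPM or less in clusters 3, 4 and 7. For these genes a small subset goes with the counts. A larger load of mouse RNA is argued against, with 1.02 mouse UMIs per 100 human UMIs in the library labelled RUNX1 and 1.91 in the control. These totals do not tell which mouse transcripts were present, so mouse RNA of these genes stays untested. Other cells of the B lineage and effects of RUNX1 induction, doxycycline or a separate culture stay open, since the design ties these together.

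Y-linked genes were lower in the library labelled RUNX1, and a candidate explanation is that part of its cells lacked these transcripts, since after thinning 65.9% had no UMI of 8 Y-linked genes, 63.5 percentage points more than a Poisson law with the same mean gives, against 1.04% of control cells. That cells with Y-linked UMIs escaped the response is argued against, since they held 1.02 times as many UMIs of the 15 highest genes per UMI as cells with none (1.00 to 1.04). A further candidate explanation is that a population without Y-linked transcripts was already present in the control and is larger in the other culture, since across 1014 genes, which are not independent replicates, the difference between cells without and with such UMIs in the control, where only 45 unthinned cells had none, correlated with that in S and G2/M cells of the library labelled RUNX1 (Pearson r = 0.46, Spearman rho = 0.38). With Y-linked genes left out of the clustering, the 2 clusters with the most G1 calls still differed by 85.0 percentage points in cells without Y-linked UMIs. That difference goes with 2 populations that carry different genes outside the cycle. A further cluster of 1063 cells, 76.4% of them called G1, was mixed, with 65.8% of cells without Y-linked UMIs. GNG11, the lowest gene of the comparison, was 3.48 CPM (2 UMIs, 0.42 to 12.6) in those 45 control cells and 31.5 CPM in control cells with 3 or more Y-linked UMIs, so part of its ratio may come from the makeup of populations, and among cells with 3 or more such UMIs in both libraries the log2 ratio was -2.14 for GNG11 and -0.97 for RUNX1, while an effect of induction or culture on these populations stays untested.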
